A study of Mus musculus with 17 samples. Its data were reported in "Diverse motif ensembles specify non-redundant DNA binding activities of AP-1 family members in macrophages" (2019).

How the data were processed

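The values used are the authors' RPKM as deposited, a table of 24453 gene models (20683 protein-coding and 3309 ncRNA) with a column for 13 of the 17 samples. Per the sample records, the authors aligned reads with STAR at default parameters to mm10, or for Balb/cJ to a genome of that strain made from mm10, and the table header names HOMER analyzeRepeats over exons with genes condensed and RPKM output. Versions and a strand option were not stated. The 4 GRO-seq samples were not analysed here. Sequencing, alignment and counting were not repeated here.

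RPKM times exonic kilobases moves in steps of 1 read, which gave the depth of each library and the whole reads behind each value. Of values up to 50 reads, 99.92% to 100% lay within 0.05 of a whole number or within the rounding of the RPKM value. In simulated tables at least 99.54% of detected genes got their simulated reads back, with an error of depth of at most 0.003%. Coordinates are 1-based on GRCm38, and 76.8% of models had the start and end of RefSeq. GC content was taken over RefSeq transcripts for 24162 models (98.8%).

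Models with a mean of at least 1 RPKM over the libraries fitted were tested. log2(RPKM + 1) was fitted with limma-trend, with a coefficient for each of the 4 iBMDM groups over 8 libraries (4 residual degrees of freedom), and with treatment and strain over the 5 TGEM libraries (2 residual degrees of freedom). The interaction of treatment and strain left 1. P values were two-sided and adjusted by the Benjamini-Hochberg method over the tested genes of each comparison. A gene was called at an adjusted p under 0.05, a fold change of at least 2 and a mean of at least 16 RPKM in either group. Fold changes are on the log2(RPKM + 1) scale and understate changes of genes with low values. Replicate numbers of the Balb/cJ KLA libraries were given in accession order. In each comparison with 1 library left out, the lone library of a group is assumed to vary like the other groups.

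Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Where a group had 0 reads its level was bounded by 3 reads over the group, and where it had 1 to 3 reads an exact 95% interval of the ratio of read rates is given. These bounds and intervals cover counting error only and take each read as its own molecule. The GC and length corrections removed from each library a natural spline with 5 degrees of freedom relative to the mean of the libraries. The correlation of fold changes between knockouts was compared with 100 simulations of unchanged groups that shared their controls. For the depth comparison every library was thinned to 1272105 exonic reads.

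Grouping, comparisons, thresholds, gene lists, the genes to be named and most alternatives were chosen before the data were examined. The crossed replicate block, fits without the Atf3KO libraries, limma-voom on recovered reads, array weights, the GC and length corrections, the exclusion of models under 200 bases, the set tests after scaling and the alternatives of the interaction were chosen after the values were seen. In simulated libraries with 200 genes changed 4-fold, 194 (Atf3KO), 196 (JunKO), 194 (JunDKO), 195 (KLA) and 191 (strain) were called, with 2, 13, 3, 12 and 6 unchanged genes called. For the interaction 1 was called, with 5 unchanged genes. The changed genes were drawn from those with a mean of at least 4 times the 16 RPKM limit. Noise was independent between genes and had no GC trend. These counts therefore do not describe genes near the limit or libraries with a GC trend. Of 100 random lists 4 had a limma camera p under 0.05. Since the simulated genes varied independently, this does not check the preset correlation for genes that vary together. A simulated GC trend without any change gave 893 calls, and 1 after the GC correction. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The authors used edgeR, which was not used here.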

Results

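PolyA RNA-seq was analysed in 2 kinds of mouse macrophage. Immortalised bone marrow-derived macrophages (iBMDMs), a C57Bl/6EiJ line transformed with mutant BRAF and Myc, were edited by CRISPR at Atf3 (Atf3KO), Jun (JunKO) or Jund (JunDKO), and cells whose genotype label is scramble control were the control (Scramble, zsGreen in the titles). These 4 groups held 2 libraries each. Thioglycollate-elicited macrophages (TGEMs), primary cells from mice, received vehicle or, for 1 h, Kdo2 lipid A (KLA), an agonist of the receptor TLR4. C57Bl/6EiJ TGEMs gave 1 vehicle and 1 KLA library, and Balb/cJ TGEMs gave 1 vehicle and 2 KLA libraries. All libraries are labelled male, although those of TGEMs held 863 to 8676 reads of Xist. The series lists 17 samples, of which these 13 have values, and its 4 GRO-seq samples were not analysed here. Values were RPKM over the exons of 24453 gene models, 20683 of them protein-coding.

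Library depth, recovered from the step size of the RPKM values, spanned 1553299 to 18445251 reads. Scramble replicates 1 and 2 held 1929990 and 1711542 reads, the JunKO libraries 1704876 and 1713950, the JunDKO libraries 1553299 and 18445251, and the Atf3KO libraries 4397165 and 7236844. In TGEMs the Balb/cJ KLA libraries held 17245918 and 6580092 reads, the Balb/cJ vehicle library 2342456, the C57Bl/6EiJ KLA library 3253642 and the C57Bl/6EiJ vehicle library 11404913. Exonic reads were 74.1% to 86.4% of each library. Replicates of a group differed by more than counting error, with a chi-square per degree of freedom of 3.67 to 81.04, and their log2 RPKM correlated across genes with Pearson's r of 0.934 to 0.945. The number of identical library pairs was 0. The Atf3KO libraries held reads of 10425 and 10631 gene models, fewer than the 11884 to 12533 of the other 6 iBMDM libraries.

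**Figure D1:**
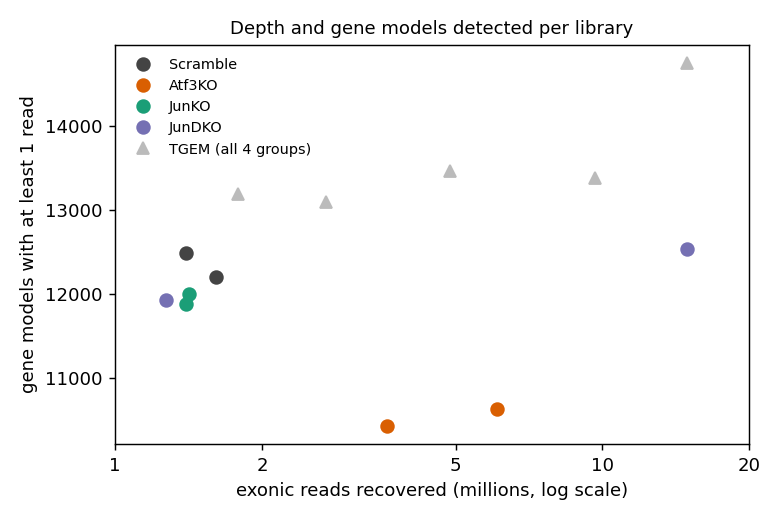
Gene models with at least 1 read (vertical axis) against recovered exonic reads (horizontal log axis), 1 point per library, coloured by iBMDM group with the 5 TGEM libraries as grey triangles. The 2 Atf3KO libraries, at 10425 and 10631 gene models, lie below the other 11 libraries, several of which are shallower.

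The targeted genes were examined first in every iBMDM library (positions on GRCm38, the mm10 build). Atf3 (chromosome 1, 191170297 to 191183333, minus strand) measured 154 and 169 RPKM in the libraries labelled Atf3KO, against 80.7 and 77.4 in Scramble, 74.4 and 80.3 in JunKO and 84.6 and 87.7 in JunDKO. Its log2 fold change over Scramble was 1.02 ± 0.16 (SE, n = 2 per group; limma-trend adjusted p = 0.00237). That call was lost in 9 of 21 alternatives, of which 1 was the stricter limit and 8 put the change below 2-fold. The change was 0.96 without Atf3KO replicate 2, 0.99 without Scramble replicate 2, 0.99 with a pseudocount of 5, 0.89 at equal library medians, 0.85 after quantile normalization, 0.85 after GC correction and 0.91 after length correction. The limma-trend adjusted p over the 21 spanned 8.48e-04 to 0.0220. Jun (chromosome 4, 95049036 to 95052222, minus strand) measured 26.2 and 20.5 RPKM in the libraries labelled JunKO and 17.6 and 18.5 in Scramble (0.34 ± 0.38, limma-trend adjusted p = 0.912). Jund (chromosome 8, 70697739 to 70700616, plus strand) measured 6.94 and 6.07 RPKM in the libraries labelled JunDKO and 9.19 and 8.33 in Scramble (-0.38 ± 0.49, limma-trend adjusted p = 0.654). Exonic RPKM does not check an edit, since an edited locus can still be transcribed, so the groups are named below by their labels alone. At the protein level, the paper reports western blots of knockout efficiency for its lines. It also reports a substantial loss of Jun ChIP-seq binding in JunKO cells. Jund rose in the libraries labelled Atf3KO, to 22.6 and 83.0 RPKM (2.19 ± 0.49, limma-trend adjusted p = 0.01001). That rise was 1.28 without Atf3KO replicate 2 and 1.10 after GC correction, and its call was lost without Scramble replicate 2 (limma-trend adjusted p = 0.0684, range over 21 alternatives 0.00151 to 0.0684).

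**Figure D2:**
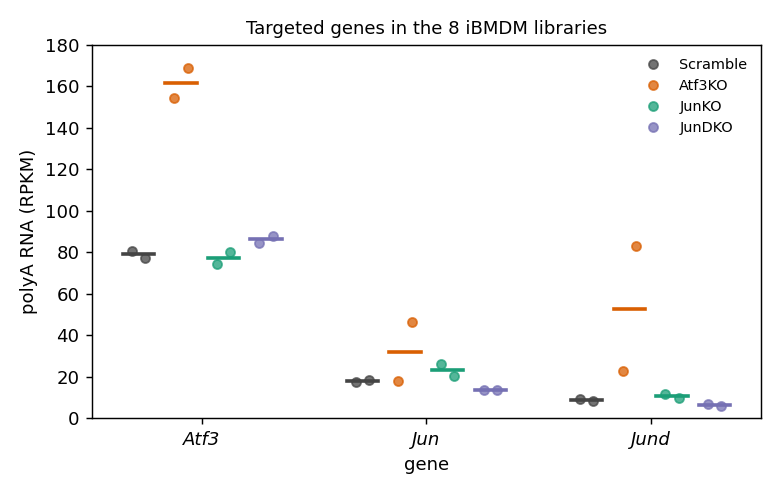
RPKM of Atf3, Jun and Jund (linear vertical axis from 0) in the 8 iBMDM libraries, coloured by labelled group, with a point per library and a bar at the mean of 2. Atf3 lies at 154 and 169 RPKM in the libraries labelled Atf3KO and between 74.4 and 87.7 in the other 6, and Jund reaches 83.0 in 1 library labelled Atf3KO.

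The comparison of the libraries labelled Atf3KO with Scramble asked which mRNAs change with loss of ATF3. Of 10691 tested genes, 4409 had a limma-trend adjusted p under 0.05 and 5543 an unadjusted p under 0.05. The call, which also needed a 2-fold change and a group mean of 16 RPKM, was met by 1339 genes, 838 higher and 501 lower (62.6% higher). This split moved with scaling, to 680 higher and 636 lower (51.7%) at equal library medians and to 614 higher and 633 lower (49.2%) after quantile normalization. The libraries of both groups did not overlap in 7569 tested genes (70.8%), where chance gives 33.3%. As a ratio, requiring a log2 fold change of 2 moved the count most, to 264. Without the RPKM minimum it was 3068, with 1496 higher and 1572 lower (48.8%), and without Scramble replicate 2 it was 844. Fold changes rose with the GC content of the gene model (Spearman's rho = 0.50 across 10617 genes, which are not independent replicates). After each library's GC trend was removed 815 genes were called, 644 of them among the 1339. In the other comparisons with Scramble rho was 0.11 (JunKO) and 0.09 (JunDKO), and in TGEMs it was 0.20 (KLA) and -0.45 (strain).

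The called genes with the largest fitted falls in the libraries labelled Atf3KO were 2010005H15Rik (chromosome 16, 36221562 to 36257427), Mir3064 and BC028528 (chromosome 3, 95884973 to 95891930), with fitted log2 fold changes of -6.55, -6.17 and -5.90 and limma-trend adjusted p of 9.64e-05, 3.13e-04 and 3.45e-05. Those fitted values depend on the pseudocount, since 2010005H15Rik and BC028528 had 0 reads in both Atf3KO libraries. Against the 3 reads over the group that a count of 0 allows, 2010005H15Rik was at least 199-fold and BC028528 at least 104-fold lower. These bounds take each read as its own molecule. Atf3KO replicates 1 and 2 had an estimated 14.9 and 23.0 reads per distinct molecule (see Other observations), at which the bounds would be lower. Mir3064 had 1 read there against 31 in Scramble, a ratio of 99.0 (exact 95% interval 16.5 to 4036, counting error only). Snord14a, Mir7219 and Mir6919 had the largest fitted rises, a rank that depends on the pseudocount, since they had 0 reads in Scramble. They were at least 5.78-fold, 8.38-fold and 7.14-fold higher (limma-trend adjusted p = 0.00254, 3.27e-05 and 0.00150). In Atf3KO replicates 1 and 2 Snord14a had 20 and 36 reads, Mir7219 37 and 39, and Mir6919 28 and 39. At the estimated reads per molecule these rises rest on few molecules. Mir3064, Mir7219, Mir6919 and Snord14a are models of 66, 53, 61 and 21 exonic bases inside Ddx5, Fam210a, Mgat4b and, on the opposite strand, Cfap157, so they share positions with those genes. Of models under 200 bases with at least 16 RPKM in either group 54.8% were called, against 26.8% of longer ones. All 6 calls held under each alternative that tested them.

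The comparison of JunKO with Scramble asked the same for JUN. It gave 30 genes with an adjusted p under 0.05 and 842 with an unadjusted p under 0.05 (limma-trend), of which 21 were called, 11 higher and 10 lower. Non-overlapping genes made up 37.2%, near the 33.3% of chance. The count depended on single libraries, with 11 calls without Scramble replicate 1, 5 without Scramble replicate 2, 9 without JunKO replicate 1 and 6 without JunKO replicate 2. With the replicate number as a block it was 8, and 63 with that block in a fit without the Atf3KO libraries, whose replicate differences ran against those of the other groups. F13a1 rose from 0.912 ± 0.43 to 22.0 ± 2.78 RPKM (SD, n = 2; log2 fold change 3.60 ± 0.24 SE, limma-trend adjusted p = 0.00180), and Saa3 from 1174 ± 2.52 to 6264 ± 433 RPKM (2.41 ± 0.17 SE, limma-trend adjusted p = 0.00180). Both calls held in 22 of 22 alternatives. Mmp9 rose (2.65 ± 0.31 SE, limma-trend adjusted p = 0.0215), and its call was lost in 7 of 22 alternatives, among them those without Scramble replicate 1 (0.0882), JunKO replicate 1 (0.139) or JunKO replicate 2 (0.120), with a range of 0.00405 to 0.139. Serpinb9b fell (-3.15 ± 0.46 SE, limma-trend adjusted p = 0.0444), and its call was lost in 10 of 22, among them those without Scramble replicate 1 (0.261), Scramble replicate 2 (0.311) or JunKO replicate 2 (0.192), with a range of 0.00844 to 0.389. Il1f9 (-2.62, limma-trend adjusted p = 0.00652) and Mmp12 (-2.48, adjusted p = 0.00577) fell as well, and both calls were lost without Scramble replicate 2 (0.0724, range 0.00267 to 0.0724, and 0.0647, range 5.24e-04 to 0.0647).

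The comparison of JunDKO with Scramble asked the same for JUND. Here 1256 genes had a limma-trend adjusted p under 0.05 and 2939 an unadjusted p under 0.05. The call was met by 531 genes, 288 higher and 243 lower (54.2% higher). The median log2 fold change over all tested genes was 0.23 as deposited and -0.03 at equal library medians. Relative to the median the split turned, to 161 higher and 370 lower (30.3%), and after quantile normalization it was 210 higher and 291 lower (41.9%). Non-overlapping genes made up 61.6% (33.3% by chance). The count was 332 without Scramble replicate 2, 264 without JunDKO replicate 1 and 270 without JunDKO replicate 2. Lcn2 fell from 1117 ± 266 to 1.52 ± 2.16 RPKM (SD, n = 2; log2 fold change -9.10 ± 0.55 SE, limma-trend adjusted p = 4.83e-05). Stfa3 had 2 reads in JunDKO against 396 in Scramble, a pooled ratio of read rates of 1087 (exact 95% interval 299 to 9010), and Lox had 3 against 2220, a pooled ratio of 4064 (exact 95% interval 1389 to 19720). These pooled ratios rest on the deep JunDKO replicate 2, and ratios of the group means are lower. Stfa3 measured 1.58 and 0.133 RPKM in JunDKO replicates 1 and 2 and 243 and 294 in Scramble, and Lox 0.288 and 0.012 against 124 and 151. F13a1 rose to 92.6 ± 11.6 RPKM (5.63 ± 0.24 SE, limma-trend adjusted p = 1.05e-05), as did Apoc2 (5.97) and Apoc4-apoc2 (5.92), models that share a locus on chromosome 7 and hence reads. At equal library medians these changes were -9.29 (Lcn2), -7.48 (Stfa3), -7.06 (Lox), 5.39 (F13a1), 5.68 (Apoc2) and 5.63 (Apoc4-apoc2), and all 6 calls held in 22 of 22 alternatives.

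Mmp12, Marco, Fth1 and Cxcl10 were set out in full because the study shows or discusses them. Mmp12, Marco and Fth1 were picked there from these same libraries. Mmp12 (chromosome 9, 7347374 to 7360461) measured 130 ± 16.1 RPKM in Scramble, 6.94 ± 1.99 in Atf3KO, 22.4 ± 1.76 in JunKO and 3.37 ± 0.05 in JunDKO (SD, n = 2). Its log2 fold changes were -4.06, -2.48 and -4.90 (limma-trend adjusted p = 7.99e-05, 0.00577 and 1.33e-05), and the JunKO call was lost without Scramble replicate 2 (0.0647, range 5.24e-04 to 0.0647). Marco (chromosome 1, 120474538 to 120505084) measured 530 ± 38.0 RPKM in Scramble and 6.24 ± 0.96 in JunDKO (-6.20, limma-trend adjusted p = 3.66e-06), and differed little in Atf3KO (0.24, and -0.13 after GC correction) and JunKO (0.29). Fth1 (chromosome 19, 9982646 to 9985111) fell from 19990 ± 3408 to 1370 ± 161 RPKM in JunDKO (-3.86, limma-trend adjusted p = 4.22e-05), and was not called in Atf3KO (-0.54) or JunKO (-0.37). Cxcl10 (chromosome 5, 92346639 to 92348889) fell from 35.2 ± 5.18 to 5.00 ± 0.28 RPKM in Atf3KO (-2.59, limma-trend adjusted p = 1.57e-04). In JunKO it was not called (0.68, limma-trend adjusted p = 0.330), and in JunDKO it missed the 2-fold limit (-0.80, adjusted p = 0.0299) but was called at equal library medians (-1.09, adjusted p = 0.00794) and after quantile normalization (adjusted p = 0.0105, range 0.00794 to 0.176). With Pparg, which was under 1 RPKM on average in iBMDMs and not tested there, these were the 5 genes of the list. Adjusted over the list alone, 2 of 4 tested genes passed in Atf3KO, 2 in JunKO and 4 in JunDKO, which is not independent evidence for the genes taken from these libraries. Whether a gene's change differed between 2 knockouts was not tested.

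**Figure D3:**
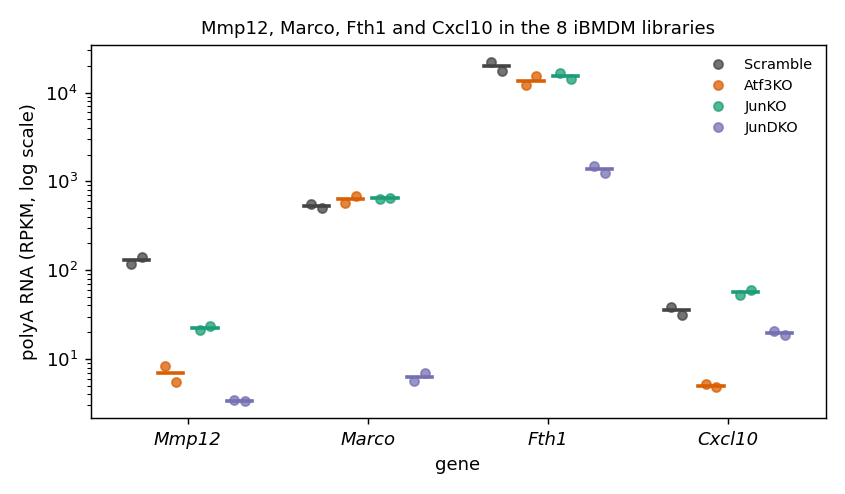
RPKM of Mmp12, Marco, Fth1 and Cxcl10 (vertical log axis) in the 8 iBMDM libraries, coloured by labelled group, with a point per library and a bar at the mean of 2. Mmp12 lies at 130 RPKM in Scramble and lower in all 3 knockout groups, while Marco (6.24 RPKM) and Fth1 (1370 RPKM) are lowest in JunDKO.

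To ask how far the knockouts share targets, calls were compared between them, 1655 genes being called in at least 1. Atf3KO and JunDKO shared 205 calls in the same direction, 112 higher and 93 lower, and 11 in opposite directions. If calls were independent, 49.3 of 4320 genes at 16 RPKM or more would be shared. Atf3KO and JunKO shared 18 calls (2.2 if independent, among 4045 genes) and 0 in opposite directions, while JunKO and JunDKO shared 16 (0.9 if independent, among 4078 genes) and 3 in opposite directions. The libraries of Scramble enter each comparison and induce a correlation. Across genes, fold changes correlated with Pearson's r of 0.303 (Atf3KO and JunDKO), 0.324 (Atf3KO and JunKO) and 0.420 (JunKO and JunDKO). Over 100 simulations of unchanged groups with the same controls the mean r was 0.501, 0.500 and 0.500. Those simulated values follow from the shared controls alone and are no baseline for groups with changed genes. The correlations therefore do not show whether the knockouts share more or less than their controls give. Whether shared controls raise the overlap of calls among changed genes was not tested. Without the RPKM minimum Atf3KO and JunDKO shared 370 calls, and after GC correction Atf3KO and JunKO shared 51 and JunKO and JunDKO 46.

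Fixed lists of cell cycle (36 genes), NADPH oxidase (8) and interferon response genes (22, of which 21 were tested, Cxcl10 among them) were tested in each knockout with limma's camera. Cell cycle and NADPH oxidase are functions that the study found in these libraries, so their results are not independent evidence. Cell cycle genes were higher in all 3: 30 of 36 in Atf3KO (median log2 fold change 0.93, limma camera adjusted p = 1.07e-05), 36 of 36 in JunKO (0.47, 1.00e-15) and 32 of 36 in JunDKO (1.36, 5.19e-11), directions that held at equal library medians and after quantile normalization. The 3 comparisons share the 2 Scramble libraries, so low levels in Scramble alone could give this common direction. The labels do not say whether the 2 libraries of a group are separate edits. These p values may therefore not cover differences between lines. Interferon response genes were higher in JunKO (17 of 21, median 0.35, limma camera adjusted p = 2.67e-04) and lower in JunDKO (17 of 21, median -0.57, camera adjusted p = 1.46e-09). In Atf3KO they passed no threshold (limma camera adjusted p = 0.847), and their median (0.19) and mean (-0.14) differed in sign. NADPH oxidase genes were lower as a set in JunDKO (median -0.04, 4 of 8 lower, against a median of 0.23 over all genes, limma camera adjusted p = 0.0320, but 0.344 after quantile normalization), and passed no threshold in JunKO (0.0805) or Atf3KO (0.847, median 0.09 and mean -0.10). Of the 10 set tests, counting that of KLA below, 7 passed with camera's preset correlation, all 7 of which passed with fry, which passed 9. With an estimated correlation 0 passed (adjusted p from 0.0632), the change of method that moved these results most. Single genes passing when adjusted over the list alone (over all genes) numbered 24 (24) cell cycle, 4 (4) NADPH oxidase and 9 (9) interferon response genes in Atf3KO, 8 (0), 1 (0) and 0 (0) in JunKO, and 26 (22), 2 (2) and 10 (7) in JunDKO.

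The 15 AP-1 monomer genes were compared in TGEMs to ask which monomers are expressed and which respond to KLA. Of these, 8 reached 16 RPKM in at least 1 library, namely Jun, Junb, Jund, Fos, Fosl2, Atf3, Atf4 and Jdp2, and Atf3 ranged from 232 to 292 RPKM over the 5 libraries. Junb rose from 59.5 ± 37.2 (SD, n = 2) to 722 ± 164 RPKM (n = 3), a log2 fold change of 3.77 ± 0.41 (SE, limma-trend adjusted p = 0.00521). Fos rose from 8.53 ± 0.66 to 85.9 ± 60.3 RPKM (3.08 ± 0.47 SE, limma-trend adjusted p = 0.0234). Fosl2 rose from 10.8 ± 7.51 to 41.9 ± 8.96 RPKM, in 3 of 3 KLA libraries above both vehicle libraries, without passing the correction over all genes (2.06 ± 0.43 SE, limma-trend adjusted p = 0.0852). Adjusted over the list alone, 3 of 14 tested genes passed (Junb, Fos and Fosl2), against 2 over all genes. These calls changed when 1 library was left out and with the fit. Without the Balb/cJ vehicle library Junb (limma-trend adjusted p = 0.194, range 9.69e-05 to 0.194) and Fos (0.144) were lost and the change of Fosl2 fell to 0.98 (0.656). Fos was lost also without the C57Bl/6EiJ KLA (0.113) or vehicle library (0.118) and at equal library medians (0.0593, range 0.00228 to 0.166), and Fosl2 gained a call without those C57Bl/6EiJ libraries (0.0286 and 0.0307), with all polyA libraries in a single fit (0.0113), with limma-voom (0.0239) and without models under 200 bases (0.0232, range over 19 alternatives 0.0113 to 0.656). With label date in place of strain Junb (0.0590) and Fos (0.165) were not called (limma-trend adjusted p, ranges as above). In iBMDMs, adjusted over the list alone, 5 of 10 tested monomers passed in Atf3KO, 0 in JunKO (limma-trend, with 842 genes at an unadjusted p under 0.05 over all) and 1 in JunDKO. Over all genes 3 were called in Atf3KO (Atf3, Jund and Jdp2, 1.09, limma-trend adjusted p = 0.00344, below 2-fold at equal library medians, 0.97, and after GC correction, 0.77). In JunDKO 1 was called, Fos (1.51, limma-trend adjusted p = 0.0423), and that call was lost in 10 of 22 alternatives, among them equal library medians (0.0889), quantile normalization (0.0500) and those without each of Scramble replicate 1 (0.157), Scramble replicate 2 (0.180), JunDKO replicate 1 (0.199) and JunDKO replicate 2 (0.214), with a range of 0.00187 to 0.214.

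**Figure D4:**
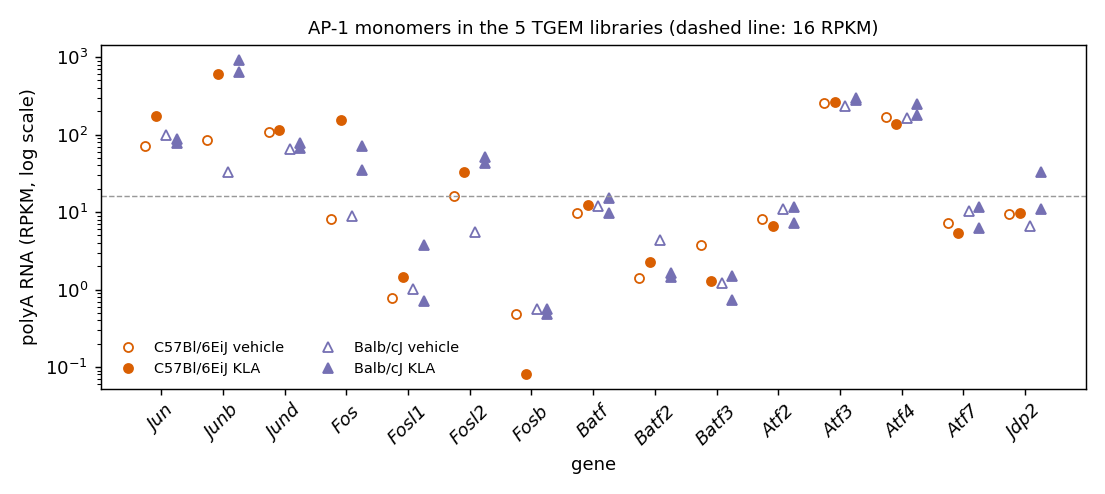
RPKM of the 15 AP-1 monomer genes (vertical log axis) in the 5 TGEM libraries, circles for C57Bl/6EiJ and triangles for Balb/cJ, open for vehicle and filled for KLA, with a dashed line at 16 RPKM. Junb and Fos lie higher in all 3 KLA libraries than in both vehicle libraries, and Atf3 lies between 232 and 292 RPKM in all 5.

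Over all genes, KLA was compared with vehicle with strain as a covariate. Of 10357 tested genes, 158 had a limma-trend adjusted p under 0.05 and 1553 an unadjusted p under 0.05, and 117 were called, 104 higher and 13 lower. The median log2 fold change was -0.15 as deposited and -0.02 at equal library medians, where 112 were higher and 6 lower. With all polyA libraries in a single fit 146 were higher and 83 lower (63.8% higher), and with limma-voom 127 and 59 (68.3%). Non-overlapping genes made up 23.7% (20% by chance), and 115 of the 117 calls were among them. Leaving out the Balb/cJ vehicle library moved the count most as a ratio, to 15, and without Balb/cJ KLA replicate 1 it was 68. Mir1198, Il1b and Cxcl1 had the largest fitted rises. Il1b reached 1347 ± 804 RPKM from 3.82 ± 0.89 (7.70 ± 0.52 SE, limma-trend adjusted p = 6.46e-04) and Cxcl1 1375 ± 631 from 4.73 ± 0.93 (7.67 ± 0.41 SE, adjusted p = 2.78e-04), and both calls held in 19 of 19 alternatives. Mir1198, a model of 58 exonic bases that overlaps Nfkbia on the opposite strand and Psma6 on its own, had 0 reads in vehicle and was at least 121-fold higher. The largest fitted falls were those of Mir8114 (-3.34), Pet117 (-3.31) and Gadd45g (-2.69). Mir8114 lies in Glul and Pet117 overlaps Csrp2bp on the same strand. Cxcl10 rose (4.61, limma-trend adjusted p = 0.00231), while Mmp12, Fth1 and Pparg were not called (adjusted p = 0.336, 0.382 and 0.463) and Marco was not tested. Of the 25 genes of the fixed early TLR4 response list, 25 were higher (median 4.37, limma camera adjusted p = 2.97e-60), 24 of them passing adjusted over the list alone and 23 over all genes.

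Several of these KLA calls were lost when 1 library was left out, which also leaves fewer residual degrees of freedom. With the Balb/cJ vehicle library left out, log2 fold changes were 4.30 for Cxcl10 (4.61 with all libraries), -3.86 for Mir8114 (-3.34) and 9.25 for Mir1198 (8.35). They were -2.80 for Pet117 (-3.31) and -1.85 for Gadd45g (-2.69). A lost call thus need not mean a smaller change. Without the Balb/cJ vehicle library the adjusted p was 0.205 for Cxcl10 (range 1.71e-05 to 0.205), 0.138 for Mir8114, 0.384 for Pet117, 0.341 for Gadd45g and 0.239 for Mir1198. Without Balb/cJ KLA replicate 1 it was 0.0603 for Mir8114, 0.0507 for Pet117 and 0.0931 for Gadd45g. Without the C57Bl/6EiJ KLA library Mir8114 (0.0621), Pet117 (0.0566) and Mir1198 (0.0766) were lost, and without the C57Bl/6EiJ vehicle library the same 3 (0.0603, 0.0564 and 0.0786). Over all alternatives the adjusted p spanned 9.42e-04 to 0.141 for Mir8114, 0.00106 to 0.384 for Pet117, 0.00233 to 0.341 for Gadd45g and 0.00119 to 0.482 for Mir1198. Gadd45g also lost its call at equal library medians (0.0573), after quantile normalization (0.0561) and with label date in place of strain (0.119).

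Whether the KLA response differs between strains was tested with an interaction term, which left 1 residual degree of freedom. It gave 0 calls with limma-trend, with 835 genes at an unadjusted p under 0.05, and 0 with limma-voom on the recovered reads. In simulated data of this design 1 of 200 genes changed 4-fold was called, so the test had little power. Without models under 200 bases it gave 44 calls, the alternative that moved it most. Of 14 tested AP-1 monomers 0 passed, adjusted over the list alone or over all genes, and the smallest p among them was that of Fosl2 (1.89 ± 0.52 SE, limma-trend adjusted p = 0.527, range over 13 alternatives 0.0988 to 0.632).

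The strains were compared with treatment as a covariate, to ask whether AP-1 mRNA levels and others differ. Reads of Balb/cJ had been aligned by the authors to a genome carrying that strain's alleles, and the label dates differ between strains, so strain and date cannot be told apart. In limma-trend 239 genes had an adjusted p under 0.05 and 2213 an unadjusted p under 0.05, and 120 were called, 40 higher and 80 lower in Balb/cJ. At equal library medians the split was 54 higher and 54 lower, after quantile normalization 54 higher and 51 lower, with all polyA libraries in a single fit 125 and 177, and with limma-voom 159 and 147. Fold changes fell with GC content (Spearman's rho = -0.45 across 10286 genes), and after GC correction 89 genes were called, 81 of them among the 120. Non-overlapping genes made up 35.1% (20% by chance). As a ratio, leaving out 1 library moved the count most, to 17 without the Balb/cJ vehicle library, 28 without Balb/cJ KLA replicate 1, 235 without Balb/cJ KLA replicate 2, 58 without the C57Bl/6EiJ KLA library and 34 without the C57Bl/6EiJ vehicle library. Of 14 tested AP-1 monomers 0 passed, adjusted over the list alone or over all genes. Gm20594 (chromosome 6, 79818031 to 79818364) was at least 600.2-fold and H2-Ea-ps (chromosome 17, 34342212 to 34344645) at least 163-fold higher in Balb/cJ, both with 0 reads in C57Bl/6EiJ TGEMs and 0 RPKM in all 8 iBMDM libraries. The call of H2-Ea-ps was lost without the Balb/cJ vehicle library (limma-trend adjusted p = 0.0629) or the C57Bl/6EiJ KLA library (0.0549; range 3.05e-05 to 0.140). Rps25 was higher in Balb/cJ (111 ± 49.0 against 2.04 ± 2.24 RPKM, SD, n = 3 and 2; 5.34 ± 0.58 SE, limma-trend adjusted p = 0.00642), a call lost without Balb/cJ KLA replicate 1 (0.0868; range 1.19e-04 to 0.0868). In the iBMDM libraries, also C57Bl/6EiJ, it measured 149 to 367 RPKM. Of 36 ribosomal protein genes 3 were called between the strains. Mir7009, 63 exonic bases inside Anxa5, had 0 reads in Balb/cJ and was at least 93.2-fold lower. Atp6v0c (-5.90) and Atp6v0c-ps2 (-5.93) fell alike (limma-trend adjusted p = 4.76e-04 for both), and they share a locus on chromosome 17 and hence reads.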

Values the study reported

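The paper reports 2496 differentially expressed genes over the knockout lines, at a false discovery rate of 0.05, a fold change of 2 and 16 RPKM. By knockout it gives 125 differentially expressed genes for Jun, 651 for ATF3 and 1564 for JunD. It reports 178 mRNAs raised at least 2-fold by KLA in thioglycollate-elicited macrophages at a false discovery rate of 0.05.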

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

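Of the tests in this part, the GC-corrected interaction terms and all alternatives of the interaction were chosen only after the result was seen. Both results were picked out because an AP-1 mRNA with a mean of at least 16 RPKM under KLA or vehicle moved with KLA in one direction in C57Bl/6EiJ and in the other direction in every KLA library of Balb/cJ. With 1 library per treatment in C57Bl/6EiJ and 1 vehicle library in Balb/cJ, the directions themselves carry no measure of spread, so the interaction term is the test. Batf2 moved in opposite directions as well, from 1.41 to 2.25 RPKM in C57Bl/6EiJ and from 4.38 to 1.66 and 1.45 in Balb/cJ, but lies under that limit (interaction -1.51 ± 0.42 SE, limma-trend adjusted p = 0.529, range over 13 alternatives 0.157 to 0.886).

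Jun rose with KLA in C57Bl/6EiJ, from 71.1 to 171 RPKM, and fell in Balb/cJ, from 100 to 76.9 and 87.4 RPKM. The difference of the log2 changes, Balb/cJ minus C57Bl/6EiJ, was -1.54 ± 0.54 (SE, limma-trend adjusted p = 0.603, range over 13 alternatives 0.251 to 0.681), so it did not pass over all genes. GC content bias between libraries was tested as a technical source. Once each library's GC trend was removed the term was -1.68 ± 0.66 (SE, limma-trend adjusted p = 0.347), which argues against GC content as the whole source. Low depth is argued against, since Jun had at least 746 reads in each TGEM library. Strain and label date cannot be told apart here, since both C57Bl/6EiJ libraries carry 1 date and the Balb/cJ libraries others. The interaction did not pass in a test with little power, so a strain difference and chance both stay open.

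Atf4 fell with KLA in C57Bl/6EiJ, from 167 to 138 RPKM, and rose in Balb/cJ, from 166 to 248 and 179 RPKM. The difference was 0.61 ± 0.61 (SE, limma-trend adjusted p = 0.848, range over 13 alternatives 0.566 to 0.942), about the size of its own standard error. After GC correction it was 0.49 ± 0.68 (SE, limma-trend adjusted p = 0.942). With a term of this size and 1 residual degree of freedom, a GC bias, the label date, a strain difference and chance cannot be told apart.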

How the results depend on the processing

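Of the tests in this part, limma-voom, array weights, the GC and length corrections, the exclusion of models under 200 bases, the crossed block, fits without the Atf3KO libraries, the set tests after scaling or GC correction and all alternatives of the interaction were chosen only after the values were seen. Over 2266 combinations of a named gene, a comparison and an alternative, 2115 kept their direction and side of the threshold, 84 kept the direction and lost the call, 10 gained a call and 57 changed direction. No named gene that was called changed direction. Of the 1339 Atf3KO calls 6 changed sign after GC correction. Unless the alternative itself gives the reason (fewer libraries or genes, a stricter limit), the cause was not tested.

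The 1339 calls of Atf3KO became 3068 without the RPKM minimum, 264 at a log2 fold change of 2 and 815 after GC correction, and ranged from 844 to 1770 with 1 library left out. The 21 calls of JunKO became 6 with a pseudocount of 0.1, 9 without a filter on low values, 7 without limma's trend, 8 at a log2 fold change of 2, 8 with only the knockout and Scramble libraries and 58 after GC correction, with 5 to 11 when 1 library was left out. For JunDKO the 531 became 938 without the RPKM minimum and 151 at a log2 fold change of 2, with 264 to 368 when 1 library was left out. For KLA the 117 became 52 without a filter on low values, 65 with label date in place of strain, 229 with all libraries in a single fit and 186 with limma-voom, with 15 to 108 when 1 library was left out. The 120 calls between strains became 36 without a filter on low values, 239 without the RPKM minimum, 302 with all libraries in a single fit, 306 with limma-voom and 232 without models under 200 bases, with 17 to 235 when 1 library was left out. In place of 0 calls the interaction gave 8 with all libraries in a single fit, 20 after GC correction, 4 after length correction and 44 without models under 200 bases. The fit of all libraries takes its spread partly from iBMDMs. Apart from fits with a replicate block, given below, counts of these calls under the other alternatives stayed within 1.5 times.

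Of 10 set tests 7 passed, and 0 with an estimated correlation. The interferon response set of Atf3KO, not past the threshold, changed direction with fry (limma adjusted p = 0.1884) and after quantile normalization (limma camera adjusted p = 0.7682). Shared calls of Atf3KO and JunDKO rose from 205 to 370 without the RPKM minimum. After GC correction those of Atf3KO and JunKO rose from 18 to 51, and those of JunKO and JunDKO from 16 to 46.

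The named genes that changed direction were uncalled, and most had log2 fold changes near 0. After GC correction this held in Atf3KO for Atf2 (0.3175), Junb (-0.1455) and Marco (-0.1268), with KLA for Jund (-0.0663), between strains for Junb (0.1921) and in the interaction for Fosl1 (-0.0979) and Jund (-0.1725). At equal library medians it held in JunDKO for Atf2 (-0.0449), Atf3 (-0.1764) and Fosl2 (-0.0832), and in the interaction for Atf2 (-0.0391), Fosl1 (-0.0011) and Jund (-0.0380). After quantile normalization it held in JunDKO for Atf2 (-0.0018) and Fosl2 (-0.0747), with KLA for Atf3 (-0.0013) and Atf4 (-0.0065), between strains for Atf3 (-0.0051), and in the interaction for Atf2 (-0.0344), Fosl1 (-0.2497) and Jund (-0.0151). In the interaction, limma-voom turned Atf2 (-0.0254) and Jund (-0.0272), and Fosl1 turned with a length correction (-0.0395) and a pseudocount of 0.1 (-0.1350). Equal medians shift each JunDKO value by a nearly constant amount, which accounts for the turns there.

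With 1 library left out, log2 fold changes that changed direction ranged as follows. In Atf3KO they were -0.9426 to 0.4325 (Fos) and -0.0092 to 1.3097 (Jun), and in JunDKO -0.0523 to 0.5310 (Atf2). In JunKO they were -0.5139 to 0.0694 (Atf2), -0.0858 to 0.0215 (Atf3), -0.0430 to 0.2599 (Atf7) and -0.3641 to 0.1170 (Junb). With KLA they were -0.2690 to 0.3440 (Atf4), -1.0767 to 0.4302 (Batf2), -0.2837 to 1.2565 (Jun) and -0.9756 to 0.0712 (Pparg). Between strains they were -0.1603 to 0.1312 (Atf3), -0.0050 to 0.6079 (Atf4), -0.0140 to 0.2791 (Batf), -0.3509 to 1.1560 (Batf2), -1.6014 to 0.1414 (Fos), -1.4023 to 0.4921 (Fosl2), -0.4726 to 0.9278 (Jdp2), -1.0527 to 0.4876 (Jun) and -1.3427 to 0.3408 (Junb). The interaction with 1 library left out could not be fitted, since no residual degree of freedom remains, and was not run, nor were the alternatives that need GRO-seq values.

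The labels number the iBMDM replicates alike. Differences between replicates 1 and 2 correlated with r of 0.185 to 0.225 among Scramble, JunKO and JunDKO and with r of -0.12 to -0.215 between Atf3KO and the others, so the numbers do not pair all 4 groups. Whether they pair Scramble, JunKO and JunDKO stays open, since those correlations are positive but small and the labels state no pairing. Atf3KO replicate 2 is the only iBMDM library with a later label date. With the replicate number as a block, Atf3KO gave 1320 calls, JunKO 8 and JunDKO 506. In a fit without the Atf3KO libraries the block gave 63 in JunKO and 576 in JunDKO, against 16 and 546 without the block, so the fall to 8 depended on Atf3KO. Without the Atf3KO libraries Mmp9 was called with the block and without it, while Serpinb9b was called in neither fit (limma-trend adjusted p = 0.0517 with the block and 0.0787 without it). In JunKO, Mmp9 (limma-trend adjusted p = 0.0732) and Serpinb9b (0.110) were not called with the block over all 4 groups (ranges over 22 alternatives 0.00405 to 0.139 and 0.00844 to 0.389). With the block and GC correction together they gave 818, 65 and 567, and Atf2 (0.3175), Junb (-0.1455) and Marco (-0.1268) turned in Atf3KO as they did without the block. With the Atf3KO numbers crossed in the block, Atf3KO gave 1391 calls.

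Depth limits what these libraries can show. At 1553299 to 1929990 reads, 5 of the 6 iBMDM libraries not labelled Atf3KO leave some genes under 16 RPKM with few reads. How few depends on length: in Scramble replicate 1, Jdp2 (1553 exonic bases) had 25 reads at 8.34 RPKM. Atf7 (7147 exonic bases) had 107 there at 7.76 RPKM. A gene with 0 reads is bounded only by 3 reads over its group, and less tightly where molecules were read many times.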

Other observations

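In this part the tests of detected genes, of the Atf3KO calls present after GC correction, of short models, of sex-linked genes and of ribosomal protein genes were chosen only after the result was seen. No biological explanation was tested beyond the labelled groups.

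The libraries labelled Atf3KO held reads of fewer gene models than the other iBMDM libraries, 10425 and 10631 against 11884 to 12533. With every library thinned to 1272105 exonic reads they still held at most 10396, against 11603 to 12379, which argues against lower depth as the source. Genes with 1 to 5 reads were 3.52% and 2.96% of detected genes there, against 16.91% to 21.52% in Scramble and JunKO, and estimated reads per molecule were 14.9 and 23.0 against 1.8 to 1.9. This is what few distinct molecules amplified to many reads would leave. The estimate follows the number of undetected genes among those used (1008 and 941 in Atf3KO, 225 to 302 in Scramble and JunKO). It is therefore not separate evidence, since genes switched off would raise it as well. JunDKO replicate 2 had 16.0 reads per molecule and 4.89% of genes at 1 to 5 reads, with 18445251 reads in all, yet 11603 gene models after thinning. A lower number of expressed genes after loss of ATF3 stays open as untested, and since both Atf3KO libraries share the pattern, preparation and group cannot be separated.

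GC content was weighed for the knockout fold changes. Per library, the correlation of log2 RPKM (relative to the mean of its cell type) with GC content was 0.255 and 0.640 in Atf3KO and -0.141 and -0.499 in Scramble (Spearman's rho). With each library's GC trend removed, 644 of the 1339 Atf3KO calls remained, 695 were lost and 171 were gained. That fits a GC bias behind a large part of those calls. It argues against GC content as the whole source, since 815 calls stood after the correction. All 21 JunKO calls and 513 of the 531 JunDKO calls remained, which argues against it there. A real change among GC-rich genes stays open, since the correction would remove it too. Removal of the trend with exonic length left 1220 of the Atf3KO calls, which argues against length as the whole source.

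Atf3 mRNA was higher in the libraries labelled Atf3KO. After GC correction its log2 fold change was 0.85 (limma-trend adjusted p = 0.00131), which argues against GC content as its whole source. An edit that leaves the mRNA in place, and a wrong label, were not tested here. The paper checked the proteins of its knockout lines by western blot, which RPKM values cannot do.

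Short gene models led the Atf3KO calls. Among models with at least 16 RPKM in either group, 54.8% of those under 200 bases were called, 29 higher and 22 lower, against 26.8% of longer ones. In JunDKO the shares were 11.8% and 11.1%, and in JunKO 0% and 0.5%. With the length trend of each library removed the Atf3KO shares were 59.1% and 26.2%. That correction decides nothing for the shortest models, since it did not centre them: their median log2 fold change was 1.18 before and 1.50 after, against 0.20 and 0.18 for longer models. A length bias and a difference in these models' host genes or fragments cannot be told apart here.

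The labels give male for all libraries. The TGEM libraries held 863 to 8676 reads of Xist, 0 of Ddx3y and Kdm5d, 1 of Uty and 15 of Eif2s3y, while the iBMDM libraries held 0 to 3 of Xist and 130 to 2612 of Ddx3y. With 1 read of Ddx3y, Kdm5d and Uty in all 5 TGEM libraries, a mixture of male and female cells is argued against. So are male cells that transcribe Y-linked genes as the iBMDMs do. Ddx3y and Kdm5d had 0 reads in each TGEM library, against at least 130 and 44 in each iBMDM library. The 15 reads of Eif2s3y in the C57Bl/6EiJ vehicle library are 0.749 RPKM, against 20.4 to 45.9 in iBMDMs. Female animals behind the TGEM libraries stay open, as the at least 863 Xist reads per library raised the question and cannot also answer it. Female animals and another source of Xist without Y-linked mRNA cannot be told apart here.

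Ribosomal protein genes differed between the strains more than random lists of genes. The median absolute log2 change of 36 such genes was 0.75, at percentile 99.99 of 10000 random lists, with 3 called. Between KLA and vehicle it was 0.61, at percentile 99.98, so the strain comparison is not alone in it. Strain fold changes fell with GC content, but with each library's GC trend removed the strain median was 0.69, at percentile 100 of the random lists, which argues against GC content as the whole source. Reads shared with pseudogenes, with Balb/cJ reads aligned to a genome of their own, a difference between label dates and a strain difference cannot be told apart from these values.

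The libraries labelled Atf3KO gave 1339 calls. That is higher than the value quoted from the study above. At a log2 fold change of 2, Atf3KO gave 264 calls. That is lower than the study's value, and the text of the study gives the limit both as a fold change and as a log2 fold change, so the direction depends on the unit. JunKO gave 21 calls. That is lower than the study's value. JunDKO gave 531 calls. That too is lower. Over the knockouts 1655 genes were called. That is lower than the total quoted above. KLA raised 104 called genes over both strains, and 134 without the RPKM minimum. Both are lower than the number quoted above, which is stated without that minimum, so the sets are unlike. Here limma was fitted to RPKM, and the source of these differences was not tested.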
